A study of Homo sapiens with 12 samples. Its data were reported in "Integrated single-cell and bulk gene expression and ATAC-seq reveals heterogeneity and early changes in pathways associated with resistance to cetuximab in HNSCC-sensitive cell lines" (2020).

How the data were processed

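Droplet-based single-cell RNA sequencing (scRNA-seq, Chromium 3′ chemistry of 10x Genomics) had been carried out on 3 established head and neck squamous cell carcinoma (HNSCC) lines, SCC1, SCC6 and SCC25. Each line received daily cetuximab, an antibody that blocks the epidermal growth factor receptor (EGFR), at 100 nM over 5 days, or phosphate-buffered saline (PBS) as the untreated control. With 2 replicates per group, this made 12 samples in 6 groups. Groups and replicate numbers were taken from the sample labels, and no column of per-sample values was left unused. The report compared cetuximab with PBS within each line, across the 3 lines and between lines.

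The deposited tables held raw counts of unique molecular identifiers (UMIs), whole numbers from 0, for each gene and cell, in 1 table per line. According to the methods of the study, the authors filtered and aligned the reads with CellRanger and pre-processed the cells with Monocle, and no further normalisation was visible in the deposited counts. The genome build, the annotation and the version of the aligner were not given in the sources used here. Genes are therefore named by the symbols in the tables, which carry no other identifier, and no coordinates are printed. The tables had 33538 genes under 33514 symbols. The 24 symbols found on more than 1 line of the tables were kept as separate entries, and their counts were not added. At least 1 UMI was present for 25915 genes. How reads shared between near-identical genes were counted was not given either, so members of such families are uncertain.

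All 23914 deposited cells were used, with no further filter. Cell type clustering was not made because each table was labelled as a single line. By genes that mark SCC6, 1 cell among the SCC1 cells stood at a high share of the SCC6 level. No doublet caller was run. As alternatives, the 5% of cells with most UMIs in each sample, or cells with more than 20% of UMIs from mitochondrial genes, were left out. Replicates of 1 group shared 3 to 10 cell barcodes and samples of different groups shared 1 to 13, so that replicates were taken to be separate libraries. Whether they are separate cultures is not clear, because the deposited description speaks of lines treated in duplicate and the methods of the study of duplicate sequencing. If both libraries of a group came from 1 culture, every SD, SE, p and FDR here covers the spread between libraries and not that between cultures.

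Cells are not replicates, and UMI counts were therefore summed per sample. The sums were tested with the quasi-likelihood F-test of edgeR (version 4.0.16, in R 4.3.3) with TMM factors, in 1 fit with a mean for each of the 6 groups and 6 residual degrees of freedom. After filterByExpr, 17907 genes were tested. Within-line contrasts were cetuximab minus PBS. A fit with line and treatment gave the effect across lines, and an F-test of the interaction of line and treatment gave differences between lines. P-values were two-sided and adjusted by the Benjamini-Hochberg method (FDR), with a threshold of 0.05. This replaced the cell-level test of the study. Expression scaled to library size in the usual CPM unit is given as mean ± SD over 2 replicates, and log2 fold changes ± standard error (SE). With at least 57057402 UMIs per sample, the spread between replicates rather than counting limited the precision of all but rare transcripts.

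In 7 gene sets written down in advance, changes were tested with camera (limma 3.58.1) at an inter-gene correlation of 0.01, over 21 tests. Alternatives were fry and camera with the estimated correlation. The sets were proliferation, mesenchymal, epithelial, EGFR and MAPK response, growth factor receptors regulated by TFAP2A, interferon response, and squamous differentiation.

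For measures on single cells, each cell was thinned without replacement to 15000 UMIs. This number was the 10th percentile of UMIs per cell in the shallowest sample, rounded down to a multiple of 500. Thinning left out 851 shallower cells and kept 23063. The share left out was 2.53% in SCC1 PBS, 2.39% in SCC1 cetuximab, 2.47% in SCC6 PBS, 6.12% in SCC6 cetuximab, 4.15% in SCC25 PBS and 2.81% in SCC25 cetuximab. A cell was positive for a gene with 1 or more UMIs. Background was the share of cells positive for PTPRC, CD3E, ALB and HBB, genes that squamous carcinoma cells should lack. Intervals for single samples are exact Clopper-Pearson intervals at 95% and cover counting error only. Dissimilarity between cells was the mean of 1 minus Pearson r of log2(UMIs + 1) over all pairs of 500 cells per sample and the 1000 genes of highest mean CPM, without imputation. Neighbours were the 30 nearest cells in 30 principal components of the 1000 most variable genes, among 500 cells from each of the 4 samples of a line.

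Per-sample values were compared by an exact two-sided permutation test of the mean difference over the 3 lines, with labels permuted within lines. The 216 arrangements allow no p-value under 0.00926. Within 1 line, 2 against 2 samples cannot pass 0.05 and no such test was made.

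The samples, designs, tests, gene sets and alternatives were fixed before the data were examined. So was the rule for named genes. It named TFAP2A, VIM, EGFR and AXL in every line. For each line it named the 3 largest rises and the 3 largest falls among genes past FDR 0.05 with a mean CPM of at least 50 and no overlap between groups. It also named the 3 largest shared changes in each direction in genes past FDR 0.05 in every line with 1 sign and a mean CPM of at least 50 in each. Finally, it named the 3 genes with the smallest p in the test between lines at that mean CPM. The alternatives were size factors and the Wald test of DESeq2 (1.42.0), no low-count filter, sums thinned to the smallest total, other choices of cells and genes, fits to the 4 samples of a line, a change of at least 2-fold, a replicate block and leaving out each replicate. Between lines, DESeq2 used its likelihood-ratio test in place of the Wald test. Alternatives added after the data had been seen are named with their results.

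The replicate numbers were checked for pairing. Deviations of the replicates from their group means correlated between cetuximab and PBS samples of the same number across genes at Pearson r of 0.377 in SCC1, 0.348 in SCC6 and 0.598 in SCC25. Between lines, r was 0.178 to 0.428 in the 12 pairs of groups. Genes are not independent replicates. Because r was over 0.1 in every pair, the numbers were taken to pair the samples, and the fit with line and number as a block (3 residual degrees of freedom) is given where it changed a call or a count. The labels do not say what the numbers stand for. The common biological coefficient of variation was 0.261 without the block and 0.150 with it.

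The procedures were tested on simulated counts drawn from the real means, totals and trend of spread with expression. Per line 200 genes were changed by 1.5 on the log2 scale, and a further 200 were changed alike in all lines. Changed genes were taken above a minimum mean CPM. Genes of like expression had the same spread, and no difference between replicate numbers was simulated. The rates below are therefore for simpler data than the real ones. At the spread of the unblocked fit, over 17687 genes, edgeR recovered 81.5% of the changed genes in SCC1, 81.8% in SCC6 and 79.8% in SCC25. False calls made up 3.83%, 4.94% and 3.04% of calls in these lines. For DESeq2 they made up 10.9%, 14.1% and 12.2%. The effect across lines was recovered in 100% of its genes, and the test between lines recovered 43.6%. At the spread of the blocked fit, over 17702 genes, that test recovered 99.8%. In the simulation camera called none of 20 unchanged sets. Genes were drawn independently there, so this does not test what correlation within a set does to camera.

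GC content was taken over the last 500 bases of GENCODE transcripts on the GRCh37 reference, matched by symbol, for 15712 of the genes tested (87.7%). Computations outside R used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.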

Results

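The scRNA-seq data covered 3 HNSCC lines that are sensitive to cetuximab, with 2 cetuximab-treated and 2 untreated (PBS) samples each. They comprised 5270 SCC1 cells, 9724 SCC6 cells and 8920 SCC25 cells, and 961 to 2854 cells per sample. In SCC1, PBS replicates 1 and 2 held 62519572 and 91904880 UMIs and the cetuximab replicates 57057402 and 78814816. In SCC6, the PBS replicates held 100360353 and 102796996 UMIs and the cetuximab replicates 76008513 and 89989753. In SCC25, the PBS replicates held 80948957 and 112170073 UMIs and the cetuximab replicates 88046685 and 104642298. The median number of UMIs per cell ranged from 24078.5 to 54864 among samples. It differed most between replicates in SCC6 cetuximab, with 24078.5 and 50156. The median number of genes detected per cell ranged from 4556.5 to 6938, and the median mitochondrial share from 2.49% to 5.67%.

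To ask how far treated and untreated cells separate in each line, the origin of the 30 nearest neighbours of each thinned cell was counted. Shares are means ± SD over the 4 samples of a line, and no test was made. Neighbours from the other treatment made up 17.9% ± 5.90 in SCC1, 5.42% ± 4.55 in SCC6 and 21.2% ± 12.1 in SCC25. Neighbours from the other replicate of the same treatment made up 8.81% to 13.98% in the samples of SCC1, 6.22% ± 3.21 in SCC6 and 5.18% ± 3.18 in SCC25. Most neighbours came from the sample of the cell itself, with 71.1% ± 5.84 in SCC1, 88.4% ± 5.10 in SCC6 and 73.7% ± 11.1 in SCC25. The other treatment offered 2 samples and the other replicate 1, each with 500 cells, so that these shares are not on the same footing. Without thinning, which moved the shares most in SCC1, the share from the other treatment was 21.8% in SCC1, 5.68% in SCC6 and 21.9% in SCC25.

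**Figure D1:**
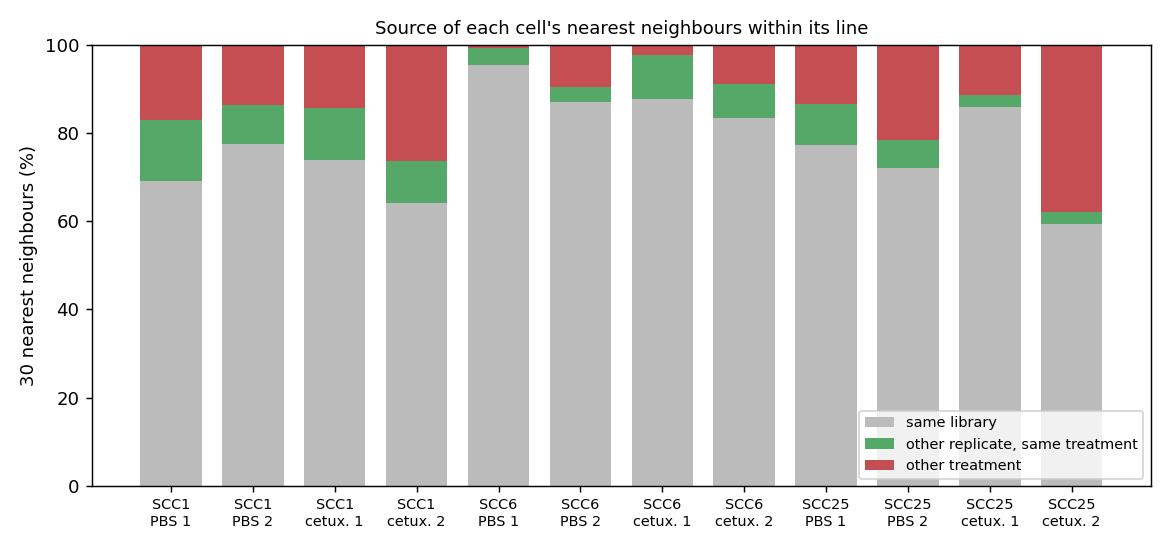
Origin of the 30 nearest neighbours of thinned cells within each line, in percent, for each of the 12 samples. Grey is the sample of the cell itself, green the other replicate of its treatment and red the other treatment, which ranged from 0.76% in SCC6 PBS replicate 1 to 38.0% in SCC25 cetuximab replicate 2.

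The study followed the transcription factor gene TFAP2A and the mesenchymal marker gene VIM in single cells. After thinning to 15000 UMIs, VIM-positive cells made up 2.39% ± 0.587 (SD, n = 2) of SCC1 PBS cells and 1.20% ± 0.117 of SCC1 cetuximab cells. In SCC6 the share was 26.2% ± 12.1 with PBS and 92.1% ± 0.493 with cetuximab. In SCC25 it was 66.5% ± 17.2 with PBS and 79.3% ± 4.30 with cetuximab. The 4 background genes were found in at most 0.183% of the cells of any sample at the same depth. These are blood and liver genes not expected in such cultures, so they give no background for VIM, and free VIM RNA within the SCC6 and SCC25 samples was not measured. Before thinning, over all cells, whose median depths ranged from 24078.5 to 54864 UMIs, the VIM-positive shares were 5.09% and 2.82% in SCC1, 40.1% and 96.9% in SCC6, and 78.0% and 88.7% in SCC25, for PBS and cetuximab. The mean difference over the lines was 25.8 percentage points and did not pass an exact permutation test (p = 0.111, 12 samples). The share was higher with cetuximab in 4 of 6 pairs of equal replicate number, those of SCC6 and SCC25, and lower in both SCC1 pairs. The SCC25 difference of 12.8 percentage points was smaller than the SD of its PBS replicates, and these lay further apart than counting error, at 78.7% (95% interval 76.9 to 80.4) and 54.3% (52.3 to 56.3). It was 0.598 percentage points without PBS replicate 2 and 25.0 without PBS replicate 1.

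TFAP2A-positive cells made up 84.9% ± 1.39 of SCC1 PBS cells and 85.0% ± 3.00 of SCC1 cetuximab cells. The shares were 49.5% ± 3.44 and 49.1% ± 0.815 in SCC6, and 54.1% ± 5.14 and 56.1% ± 0.649 in SCC25. Before thinning they were 98.5% and 98.4% in SCC1, 76.4% and 74.3% in SCC6, and 81.7% and 88.0% in SCC25. The mean difference of 0.566 percentage points did not pass an exact permutation test (p = 0.722), and it changed sign when any of 3 samples was left out.

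Cells positive for both genes made up 13.2% ± 7.16 of SCC6 PBS cells and 44.8% ± 0.612 of SCC6 cetuximab cells. Cells with VIM alone made up 13.0% ± 4.90 and 47.2% ± 1.11, cells with TFAP2A alone 36.3% ± 3.71 and 4.31% ± 0.203, and cells with neither 37.5% ± 8.34 and 3.64% ± 0.290. In SCC25, cells positive for both genes made up 36.4% ± 13.4 with PBS and 43.8% ± 2.42 with cetuximab. In SCC1, most cells had TFAP2A alone, with 82.9% ± 1.80 and 83.9% ± 2.86. The observed share of cells positive for both, divided by the product of the separate shares, had group means from 0.985 to 1.05. Its mean difference between cetuximab and PBS was 0.0112 (exact permutation test, p = 0.407), and −0.0128 without thinning. Cells without a TFAP2A UMI depend on depth, as the positive share in SCC6 PBS was 49.5% with thinning and 76.4% without. Such cells may still express the gene, which brings the ratio towards 1. In SCC6 cetuximab, where 92.1% of cells were VIM-positive, the ratio can also move little. The classes and the ratio therefore do not decide whether the genes are expressed independently.

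**Figure D2:**
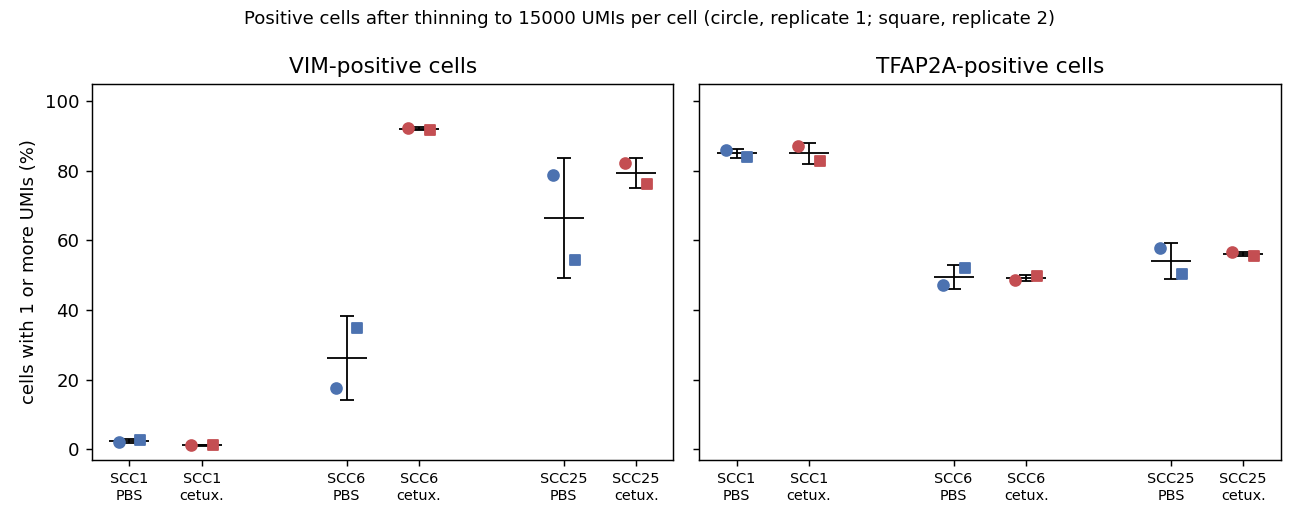
Share of VIM-positive and TFAP2A-positive cells after thinning, in percent, for each sample. Circles and squares are replicates 1 and 2, blue is PBS and red cetuximab, and black lines give the mean ± SD (n = 2), which for VIM in SCC6 was 26.2% ± 12.1 with PBS and 92.1% ± 0.493 with cetuximab.

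The study asked whether cetuximab raises heterogeneity between cells. Mean dissimilarity between the cells of a sample was 0.271 ± 0.0172 in SCC1 PBS and 0.307 ± 0.0178 in SCC1 cetuximab. It was 0.215 ± 0.000225 and 0.229 ± 0.00949 in SCC6, and 0.257 ± 0.00240 and 0.278 ± 0.00671 in SCC25. The mean difference was 0.0240, higher with cetuximab in 6 of 6 pairs of equal replicate number. The exact permutation test gave p = 0.00926, the smallest value it allows. With Spearman rho in place of Pearson r, the difference of 0.0138 no longer passed the permutation test (p = 0.111), and neither did the difference without thinning of 0.0203 (p = 0.120). With the replicate pairing, in exact sign-flip tests added after the data had been seen, the difference without thinning was higher in 6 of 6 pairs and passed (p = 0.03125), while that with Spearman rho did not (p = 0.0625). Ribosomal protein genes carried most of the difference, which was 0.00377 without them (permutation p = 0.537).

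**Figure D3:**
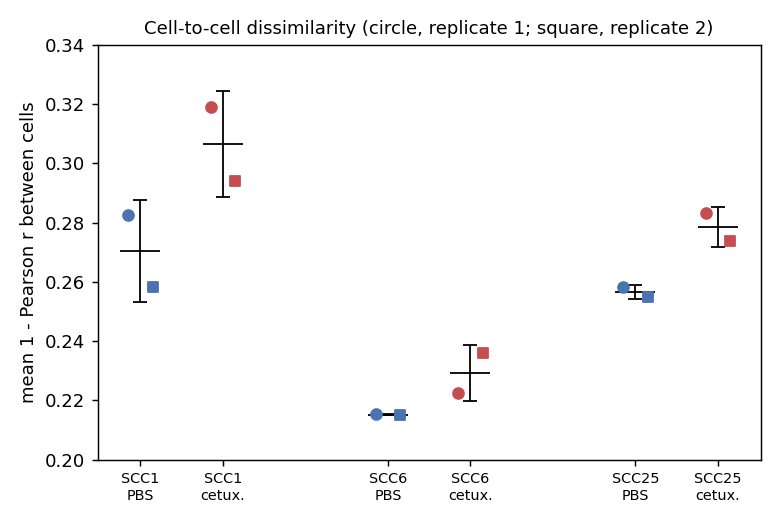
Mean dissimilarity between thinned cells (1 minus Pearson r, no unit) in each sample. Circles and squares are replicates 1 and 2, blue is PBS and red cetuximab, and black lines give the mean ± SD (n = 2), with every cetuximab mean above the PBS mean of its line. The vertical axis does not start at 0.

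Genes that responded to cetuximab in SCC6 were tested on summed counts. The edgeR fit called 682 of 17907 genes, 448 higher and 234 lower with cetuximab. The replicate block, the alternative that raised this count most among those fixed in advance, gave 3589 genes (1773 higher, 1816 lower), including 681 of the 682. The count also rested on single samples. It was 11 without PBS replicate 1, 60 without cetuximab replicate 1 and 339 without cetuximab replicate 2. DESeq2 called 1670 genes (901 higher, 769 lower), so that 54.0% were higher against 65.7% in the edgeR fit.

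VIM rose in SCC6 from 63.2 ± 41.8 to 823 ± 25.6 CPM, a log2 fold change of 3.70 ± 0.60 (edgeR, FDR 0.0121). Its FDR was 0.116 without PBS replicate 1 and 0.0665 without cetuximab replicate 1. Among genes picked by the rule in SCC6, the largest rises were those of MYL7 (2.71 ± 2.24 to 191 ± 17.4 CPM; 6.14 ± 0.66 on the log2 scale, FDR 0.00375), IGFBP5 (4.12 ± 0.81, FDR 0.0240) and COL5A1 (FDR 0.00853, and 4.08 ± 0.40 on the log2 scale with the block). The largest falls were those of AREG (−4.53 ± 0.78, FDR 0.0162), PHLDA1 (−3.81 ± 0.60, FDR 0.0114) and AQP3 (−3.65 ± 0.72, FDR 0.0242). AREG went from 373 ± 346 CPM to 7.57 and 24.6 CPM in the cetuximab replicates, PHLDA1 from 466 ± 420 to 33.1 ± 10.7 CPM, and AQP3 from 138 ± 49.1 CPM to 11.7 and 10.4 CPM. IGFBP5 went from 12.7 ± 13.9 to 221 ± 37.5 CPM and COL5A1 from 6.90 ± 3.83 to 111 ± 29.7 CPM. MYL7 passed the threshold under all 14 alternatives. The other 5 lost it without PBS replicate 1 (edgeR FDR 0.0924 for IGFBP5, 0.104 for COL5A1, 0.104 for AREG, 0.0623 for PHLDA1 and 0.161 for AQP3). They also lost it without cetuximab replicate 1 (FDR 0.119, 0.0550, 0.119, 0.119 and 0.187 in the same order). IGFBP5 and AQP3 lost it without cetuximab replicate 2 as well (FDR 0.0532 and 0.106). In a fit to the 4 SCC6 samples alone, IGFBP5 and AREG did not pass (FDR 0.0696 and 0.0554).

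In SCC1, edgeR called 3 genes, all higher with cetuximab, against 1570 genes at an unadjusted p under 0.05 and 271 genes by DESeq2. With the replicate block the count was 796 (440 higher, 356 lower), which included these 3. They lay under the mean CPM of the rule and are named after their values were seen. SULT1E1 rose by 3.60 on the log2 scale (FDR 0.00635), CD24 by 2.82 (FDR 0.00763) and ACHE by 3.57 (FDR 0.0474). ACHE did not pass with DESeq2 size factors (edgeR FDR 0.0533) or with totals thinned to the smallest (FDR 0.0554). In a fit to the 4 SCC1 samples alone, none of the 3 passed (edgeR FDR 0.0760, 0.0760 and 0.126 in the same order). None of these genes passed when cetuximab replicate 1, PBS replicate 1 or PBS replicate 2 was left out, where edgeR called 0 genes (559, 1112 and 720 at an unadjusted p under 0.05). DESeq2 was not run on these subsets. Without cetuximab replicate 2 the count was 6.

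The rule was also applied to the blocked fit, a step chosen after the data had been seen. In SCC1 it named NPPB (3.50 ± 0.34 on the log2 scale, FDR 0.00366), CXCL10 (3.31 ± 0.73, FDR 0.0437) and CCL5 (3.15 ± 0.43, FDR 0.0119) as largest rises. The largest falls were those of CENPF (−1.45 ± 0.22, FDR 0.0153), CDKN3 (−1.41 ± 0.24, FDR 0.0186) and MKI67 (−1.34 ± 0.20, FDR 0.0150). In the unblocked fit with the low-count filter none of these passed, and edgeR gave an FDR of 0.383 for NPPB, 0.276 for CXCL10, 0.0970 for CCL5, 0.242 for CENPF, 0.472 for CDKN3 and 0.195 for MKI67. Without the filter and without the block, all but CDKN3 passed (edgeR FDR 0.00772 for NPPB, 0.00115 for CXCL10, 2.0e-05 for CCL5, 0.0200 for CENPF and 0.0182 for MKI67). DESeq2 called CCL5 (FDR 2.7e-06), CENPF (FDR 0.0207) and MKI67 (FDR 0.00710). With 1 replicate term shared by the lines in place of the block, only CCL5 passed among these genes (edgeR FDR 0.0150). CXCL10 stood at 352 and 62.1 CPM in the cetuximab replicates. With 1 sample left out of the unblocked fit, its log2 fold change ranged from 1.90 to 4.47, that of NPPB from 2.54 to 4.55 and that of CDKN3 from −2.20 to −0.68.

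In SCC25, edgeR called 0 genes, against 1041 at an unadjusted p under 0.05 and 101 by DESeq2. With the block the count was 175 (138 higher, 37 lower). There the rule named IL32 (3.66 ± 0.51 on the log2 scale, FDR 0.0232), TAGLN (2.63 ± 0.20, FDR 0.00578) and IFI6 (2.27 ± 0.38, FDR 0.0409) as largest rises. The falls were those of KRT15 (−2.16 ± 0.28, FDR 0.0192), LY6D (−1.97 ± 0.16, FDR 0.00578) and PITX1 (−0.74 ± 0.13, FDR 0.0463). In the unblocked fit with the low-count filter edgeR gave an FDR of 0.381 for IL32, 0.109 for TAGLN, 0.465 for IFI6, 0.850 for KRT15, 0.599 for LY6D and 0.467 for PITX1. Without the filter and without the block, IL32 (edgeR FDR 0.000110), TAGLN (FDR 1.0e-05), IFI6 (FDR 0.00134) and LY6D (FDR 0.0135) passed. DESeq2 called IL32 (FDR 3.7e-05), TAGLN (FDR 5.1e-09), IFI6 (FDR 0.00486) and PITX1 (FDR 0.0146). With 1 replicate term shared by the lines, only TAGLN passed among these genes (edgeR FDR 0.0270). IL32 stood at 939 and 183 CPM in the cetuximab replicates, IFI6 at 969 and 250 CPM, KRT15 at 12.2 and 82.7 CPM and LY6D at 186 and 537 CPM. With 1 sample left out of the unblocked fit, log2 fold changes ranged from 2.44 to 4.79 for IL32, from 1.31 to 3.25 for IFI6, from −3.73 to −0.86 for KRT15 and from −2.87 to −1.15 for LY6D.

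The 4 genes fixed from the study were otherwise unchanged at the threshold over all genes. In SCC1, VIM fell from 4.31 ± 3.22 to 0.868 ± 0.339 CPM, a log2 fold change of −2.30 ± 0.59 (edgeR FDR 0.250, and 0.0233 with the block). Its UMIs there were few, 912 over 5270 cells, and 16 cells held 59.6% of them. In SCC25, VIM went from 322 ± 79.6 to 502 ± 31.9 CPM (0.64 ± 0.54, FDR 1). TFAP2A changed by −0.10 ± 0.16 in SCC1, −0.23 ± 0.16 in SCC6 and 0.09 ± 0.16 in SCC25 on the log2 scale. EGFR changed by 0.10 ± 0.22, −0.13 ± 0.22 and 0.25 ± 0.22, and the receptor gene AXL by −0.32 ± 0.34, 0.53 ± 0.34 and 0.16 ± 0.34 in the same order. The edgeR FDR was 0.427 for AXL in SCC6 and 0.478 or more for the other values of these 3 genes. Adjusted over the list alone, edgeR called 1 gene in SCC1 (VIM, FDR 0.0116), 1 in SCC6 (VIM, FDR 0.000357) and 0 in SCC25, where no gene of the list had an unadjusted p under 0.05. These lists were taken from the study of the same samples and are not independent evidence. With the block, AXL in SCC6 passed over the list alone (FDR 0.0375).

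Across the 3 lines, edgeR called 656 genes, 453 higher and 203 lower, and 2076 with the block (1080 higher, 996 lower). In the fit without the block, no gene was called in every line with 1 sign. With the block there were 51 such genes, 48 higher and 3 lower. Of these, 10 reached a mean CPM of 50 in every line and all of them were higher, so the rule named only rises. TAGLN rose by 1.66 in SCC1, 2.52 in SCC6 and 2.63 in SCC25 on the log2 scale in the blocked fit. MYL9 rose by 1.33, 2.46 and 1.71, and SOX4 by 1.56, 1.59 and 1.21. In the unblocked fit across lines, edgeR gave an FDR of 0.000904 for TAGLN, 0.00302 for MYL9 and 0.00600 for SOX4. Across all genes tested, log2 fold changes correlated between SCC1 and SCC6 at Pearson r of 0.214, between SCC1 and SCC25 at 0.278 and between SCC6 and SCC25 at 0.246, where genes are not independent replicates. In the blocked fit, 378 genes were called in both SCC1 and SCC6 against 160 expected from the 2 counts, and 341 of them had the same sign. SCC1 and SCC25 shared 63 genes (7.78 expected, 62 with the same sign), and SCC6 and SCC25 shared 111 (35.1 expected, 109 with the same sign).

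Whether the effect of cetuximab differed between lines was tested by the interaction of line and treatment. The edgeR test called 0 genes, against 1317 at an unadjusted p under 0.05, 276 by DESeq2 and 231 with the block. The smallest p among genes of sufficient CPM belonged to PTGES, KRT6A and LY6K (edgeR FDR 0.144, 0.144 and 0.180, and 0.0191 each with the block). PTGES changed by 1.43 ± 0.27 in SCC1, −1.85 ± 0.27 in SCC6 and −0.19 ± 0.26 in SCC25. In SCC1 the edgeR FDR of PTGES was 0.131, and 0.0174 with the block. KRT6A changed by 0.28, −2.60 and −0.14, and LY6K by −0.34, −2.38 and −0.21 in the same order. In the blocked fit the rule named CD24, OASL and TPM1 (FDR 0.00871, 0.00871 and 0.0126). VIM had an FDR of 0.222 over all genes, 0.000396 adjusted over the list alone and 0.0126 with the block. Its effect in SCC6 exceeded that in SCC1 by 6.08 on the log2 scale in the blocked fit (edgeR FDR over all genes 0.00623, and 0.0780 without the block). AXL differed between these lines with the block alone, adjusted over the list alone (FDR 0.0334, and 0.317 without the block).

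Of the 21 tests of gene sets, camera called 11. Proliferation genes fell in every line, with a median log2 fold change of −0.92 in SCC1 (FDR 1.1e-32), −0.41 in SCC6 (FDR 0.000524) and −0.39 in SCC25 (FDR 3.1e-07). Of the 50 members, 0, 1 and 0 were higher, respectively. Mesenchymal genes rose in every line, by a median of 0.35 in SCC1 (FDR 0.000524), 2.23 in SCC6 (FDR 7.1e-13) and 1.00 in SCC25 (FDR 2.1e-13), with 18, 23 and 24 of 28 members higher. Interferon response genes rose by a median of 1.05 in SCC1 (FDR 1.1e-17) and 1.33 in SCC25 (FDR 5.9e-19), with 26 and 25 of 26 members higher, and by 0.11 in SCC6 (FDR 0.287). The mean log2 CPM of this set was 0.901 to 1.87 in the SCC6 samples. It was 6.65 to 8.49 in SCC1 and 4.82 to 6.58 in SCC25, so the SCC6 value concerns genes of low expression. EGFR and MAPK response genes fell by a median of −1.14 in SCC6 (FDR 1.7e-09), with 2 of 23 members higher. They changed by −0.14 in SCC1 (FDR 0.165) and 0.12 in SCC25 (FDR 0.647). Epithelial genes had a median of −0.45 in SCC6 (FDR 0.00149) and squamous differentiation genes of −0.44 in SCC25 (FDR 0.00934). The squamous differentiation genes were also of low expression in SCC25, with a mean log2 CPM of −0.305 to 1.15 in its samples. With the block, epithelial genes also passed in SCC1 (median 0.16, camera FDR 0.0610, and 0.0312 with the block). The receptor set regulated by TFAP2A was called in no line.

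Camera assumes a small fixed correlation within sets. Of its 11 calls, the mesenchymal set in SCC6 held under fry (FDR 0.00614) and under the estimated correlation (FDR 0.0459). The mesenchymal set in SCC25 held under the estimated correlation alone (FDR 0.0459), and its fry FDR was 0.0616, and 0.0213 with the block. With the block, no set passed under the estimated correlation. The other 9 calls held under neither. The sign of the median and the direction of the test differed for squamous differentiation in SCC1 (median 0.09, tested as lower) and for the receptor set in SCC6 (median 0.15, tested as lower), which were not called.

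**Figure D4:**
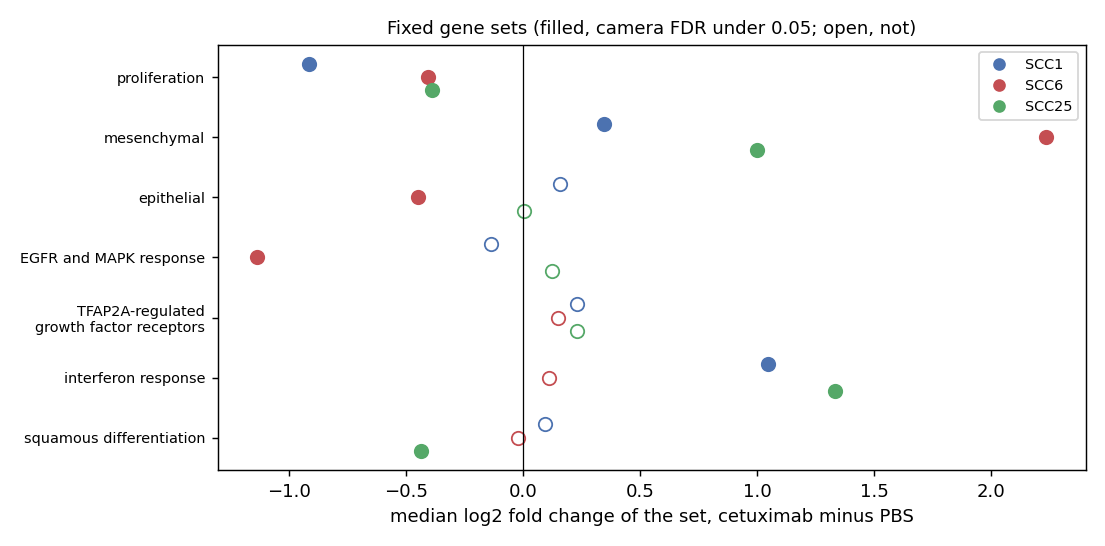
Median log2 fold change (cetuximab minus PBS) of 7 gene sets in the 3 lines, coloured by line. Filled circles passed a camera FDR of 0.05 and open circles did not, and the largest rise was that of mesenchymal genes in SCC6 (2.23).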

Values the study reported

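The study stated that 8700 cells were loaded to recover 5000 cells, with about 50,000 reads per cell. In its analysis of expression variation, heterogeneity rose in 49 hallmark pathways in SCC1 after cetuximab. For SCC6 and SCC25 it counted 40 and 39 changed pathways, without statistical significance.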

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

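The tests of depth, of replicate batches and of swapped treatment labels for VIM, the tests of gene sets between lines with their checks of scaling and of correlation within sets, and the reading of SCC1 cells with few VIM UMIs were chosen after the results had been seen.

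The effect of cetuximab on VIM differed between lines when adjusted over the list alone (edgeR). The FDR was 0.000313 for SCC6 minus SCC1, 0.0161 for SCC25 minus SCC1 (2.94 ± 0.80 on the log2 scale) and 0.0154 for SCC6 minus SCC25 (3.06 ± 0.77). Over all genes the FDR was 0.0780, 1.00 and 0.341, and with the replicate block 0.00623, 0.128 and 0.0333. The effect itself was 3.70 ± 0.60 in SCC6 and −2.30 ± 0.59 in SCC1. In SCC6 both cetuximab samples lay above both PBS samples, and in SCC1 both lay below. In the share of VIM-positive cells the effect in SCC6 exceeded that in SCC1 by 67.0 percentage points, again with opposite directions in all samples, and this difference was not tested.

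Depth, swapped labels and a batch of the replicate numbers were excluded as explanations of the VIM difference. At an equal depth of 15000 UMIs per cell the share still rose by 65.8 percentage points in SCC6 and fell by 1.19 in SCC1, so that depth is not the cause. Swapped labels in SCC1 would turn its other responses around, yet proliferation genes fell there (median −0.92) as in the other lines. A shift shared by the samples of 1 replicate number would leave no such difference within a number. The log2 effect of SCC6 exceeded that of SCC1 by 6.63 within replicate 1 and by 5.76 within replicate 2, that of SCC25 exceeded that of SCC1 by 2.14 and 3.40, and that of SCC6 exceeded that of SCC25 by 4.48 and 2.36. A response of VIM that depends on the line may remain. The line is however also the table, and each line could have been handled separately, so that line and handling are not separable here.

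The SCC1 side rests on few molecules, and PBS replicate 2 supplied 629 of the 912 VIM UMIs. The 16 cells with 10 or more VIM UMIs held 59.6% of all of them, and 10 of these cells with 456 UMIs were in PBS replicate 2. Free RNA would spread thinly and does not explain such cells. Cells of the SCC6 or SCC25 line in the SCC1 libraries were also excluded as an explanation of these 16 cells. Genes that mark SCC6 (4 genes) or SCC25 (10 genes) stood at 0.0400% and 0.123% of their level in those lines in the 16 cells. The remaining 40.4% of the UMIs lay in 203 cells with 1 to 9 each, where free RNA and low expression cannot be told apart, because the class itself is defined by low counts. Rare SCC1 cells with VIM may therefore be depleted under cetuximab, but chance in so few cells was not excluded. Without PBS replicate 2 the log2 fold change of VIM in SCC1 was −1.21.

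Gene set effects also differed between lines by camera, in 11 of 21 differences. For SCC6 minus SCC1 the FDR was 1.4e-06 for proliferation, 9.0e-08 for mesenchymal, 1.6e-06 for epithelial, 1.4e-08 for EGFR and MAPK response and 1.1e-05 for interferon response genes. For SCC25 minus SCC1 it was 1.2e-13 for proliferation and 0.0153 for mesenchymal genes. For SCC25 minus SCC6 it was 0.000110 for mesenchymal, 0.000155 for epithelial, 1.1e-11 for EGFR and MAPK response and 7.4e-05 for interferon response genes. The medians behind these differences are those of the report. The proliferation set fell most in SCC1 and the mesenchymal set rose most in SCC6. Interferon response genes were of low expression in SCC6, so their differences from SCC6 compare genes at unlike levels.

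Library scaling moves all genes of a sample alike. It was excluded for 9 of the 11, because the sets called for SCC6 minus SCC1 and for SCC25 minus SCC6 went both ways within each difference. For SCC25 minus SCC1, 100% of the proliferation genes lay above the median of the other genes, which excludes it as well. For mesenchymal genes that share was 64.3%, under the bound set for this test, so a further test was added. The median of these genes lay above that of the other genes by 0.21 on the log2 scale within each replicate number, a gap that scaling does not make. The call held with DESeq2 size factors (camera FDR 0.0143). This decides nothing about scaling, because such factors move all genes of a sample alike and camera compares a set with the other genes. In this comparison all 11 gaps kept their sign in both numbers, but only 4 exceeded the difference between the numbers, and that of the proliferation genes was 1.04 and 0.13. With the replicate block 10 of them passed, and SCC25 minus SCC1 for mesenchymal genes did not (FDR 0.0511). Correlation between the genes of a set is a candidate explanation for how small these values are. Under fry none of the 21 differences passed and the smallest FDR was 0.233. With the block none passed under fry either. The smallest fry FDR was then 0.0583, for mesenchymal genes in SCC6 minus SCC1 and in SCC25 minus SCC6. Under the estimated correlation none passed. With 2 replicates per group, a sample that shifts a whole set is enough to move all of its members. For the 4 gaps beyond the difference between the numbers, 1 shifted sample is not enough, since it moves the gap within 1 number only. Shifts of samples in both numbers stay possible there. Line-dependent responses of these sets may exist, but for the other gaps these data do not separate them from a shift of 1 sample.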

How the results depend on the processing

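The single replicate term shared by the lines, the GC corrections, the rule applied to the blocked fit, the other splits in that fit, the gene sets between lines, the sign flips of alternative measures and the neighbours without genes called in the other lines were chosen after seeing the data. The other alternatives had been fixed before.

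The counts of called genes moved most. They are given for SCC1, SCC6, SCC25, across lines and between lines, where the edgeR fit gave 3, 682, 0, 656 and 0. With the replicate block they were 796, 3589, 175, 2076 and 231. With 1 replicate term for all lines they were 133, 2462, 29, 2072 and 17. By DESeq2 they were 271, 1670, 101, 1770 and 276, the last by a likelihood-ratio test and the others by the Wald test. Without a low-count filter they were 243, 1233, 128, 1040 and 248. With the block and a GC correction they were 866, 3734, 167, 2196 and 232. The GC correction alone left 1 gene in SCC1, but so did the restriction to genes with a GC value (1 without the correction). Fits to the 4 samples of a line gave 0 in SCC1 (2055 at an unadjusted p under 0.05) and 265 in SCC6. In SCC25 the count was 1 after thinning the totals and 1 without the 5% of cells with most UMIs. The block lowered the coefficient of variation from 0.261 to 0.150, so a smaller residual spread is part of the cause of its higher counts. In simulated data the DESeq2 calls held more false ones than those of edgeR in every line. For the missing low-count filter the cause was not tested.

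With samples left out in turn, counts ranged from 0 to 6 in SCC1, 11 to 749 in SCC6, 0 to 1 in SCC25, 202 to 596 across lines and 0 to 14 between lines. An arm with a lone sample was assumed to vary like the other groups. Across lines the count was 202 without SCC6 cetuximab replicate 2, 205 without SCC6 PBS replicate 2, 206 without SCC1 PBS replicate 2, 234 without SCC1 cetuximab replicate 1, 295 without SCC6 PBS replicate 1, 298 without SCC6 cetuximab replicate 1 and 349 without SCC1 PBS replicate 1. The 14 genes between lines were found without SCC6 PBS replicate 2, and the 1 gene in SCC25 without its cetuximab replicate 2. Fewer samples are part of the cause of lower counts.

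VIM rose in SCC6 under all 14 alternatives (3.14 to 4.61 with samples left out). It lost the call without SCC6 PBS replicate 1 (3.14, FDR 0.116) and without SCC6 cetuximab replicate 1 (3.67, FDR 0.0665). In SCC1, VIM fell under all 14 alternatives (−2.92 to −1.21 with samples left out). It passed the threshold with DESeq2 (−2.30, FDR 0.00735), without the filter (−2.28, FDR 0.00236) and with the block (−2.21, FDR 0.0233), and under none of the other 11.

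Small effects changed sign with single samples, none of them called. EGFR in SCC1 ranged from −0.0533 (without cetuximab replicate 2) to 0.235 and was −0.0287 without PBS replicate 1. In SCC6 it ranged from −0.265 to 0.00889 (without PBS replicate 1). AXL in SCC25 ranged from −0.303 (without PBS replicate 2) to 0.837 and was −0.101 without cetuximab replicate 1. The mean difference in TFAP2A-positive share ranged from −0.645 to 1.78 and was −0.142 without SCC1 cetuximab replicate 1, −0.246 without SCC6 PBS replicate 1 and −0.645 without SCC25 PBS replicate 2. The ratio for TFAP2A and VIM in the same cell differed by −0.0128 without thinning. TFAP2A log2 fold changes kept their sign and side in all 3 lines under all 14 alternatives. Dissimilarity was weaker in the permutation test with Spearman rho (0.0138, p = 0.111) and without thinning (0.0203, p = 0.120), and the cause was not tested. With the replicate pairing the exact sign-flip p was 0.0625 and 0.03125.

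For the gene sets, 11 calls became 1 under fry and 2 under the estimated correlation, and 10 to 14 with samples left out. The proliferation set in SCC6 lost its call without cetuximab replicate 1 (FDR 0.245) or PBS replicate 2 (FDR 0.302), and the epithelial set in SCC6 without cetuximab replicate 1 (FDR 0.0542). The squamous differentiation set in SCC25 lost it without cetuximab replicate 1 (FDR 0.175) or PBS replicate 2 (FDR 0.685).

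The 21 values of other named genes in a line kept their direction in all 294 alternatives, with 28 losses and 30 gains of a call. Of 96 values of named and fixed genes in a line, 37 passed with the replicate block alone and 0 without it alone, and not all of these are printed. Apart from these and the changes given here, in the report and for the differences between lines, the block changed no other call of the sets and shares. Its exact sign-flip tests of the shares gave p = 0.125 for VIM, 0.656 for TFAP2A, 0.469 for both genes in the same cell and 0.03125 for dissimilarity, the smallest value 64 flips allow. A class per cell assigned by the authors was not used here, so that alternative was not run. Depth limits the VIM values of SCC1, where the log2 fold change rests on 912 UMIs.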

Other observations

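The share of called genes without a pseudogene copy, the length correction, the counts of genes that stayed called and the removal of genes called in the other lines were tests chosen only after the result was seen, while the other tests of this part had predictions written before their values were computed, for patterns noticed in the data.

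The number of genes called across the 3 lines was compared with other splits of the samples within lines. Of 100 splits drawn from 108, 2 gave as many genes as the real split (656). The other was the split by replicate number, with 3043 genes. Among the 32 splits that part both pairs of every line, only the real one gave as many, and the largest other count was 3. In the blocked fit the real split (2076 genes) was again the 1 of 32, and the largest other count was 1. No other split that parts these pairs came near either count, which argues against chance. With only 32 such splits chance is not excluded.

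Replicate numbers marked a difference shared by the lines. With 1 term for replicate 2 minus replicate 1, edgeR called 4758 genes, 2472 higher and 2286 lower. GC content was argued against as the whole cause, since 4197 of the 4585 genes called among those with a GC value stayed called with the same sign after a correction for it. After a correction for transcript length, 3451 of the 4585 stayed called with the same sign (75.3%), fewer than after that for GC content. Length is thus not the whole cause, and a part for it in the other genes stays open. Reads shared with processed pseudogenes were argued against for most of the pattern, since 86.7% of the called genes (4127 of 4758) have no such copy by name. For the 631 called genes with a copy, such reads and a change in expression cannot be told apart. The median of all genes with a copy differed by 0.0116 from genes of like expression and by 0.0712 from genes of like GC content, but a median decides nothing when genes go both ways. Of the genes with a copy 37.8% were called, against 25.4% of the others. The total depth of the samples was argued against, since 4321 of the 4758 stayed called with the same sign after thinning all totals to the smallest. Depth per cell was not tested by this and stays open. The median number of UMIs per cell was higher in replicate 2 in all groups but SCC1 cetuximab. In SCC6 cetuximab it was 50156 against 24078.5, and in SCC1 cetuximab 51885.5 against 54864. A shared day or preparation for samples of the same number may explain the pattern, but the labels name none and no biological explanation was tested.

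The grouping of cells by library is a related pattern. Without the genes called for the replicate number, the share of neighbours from the other replicate of the same treatment rose from 7.47% to 15.0%. These genes had been chosen for such a difference, so this value alone decides nothing. With genes called in the other 2 lines alone removed from each line, the share was 13.4%. In 20 removals of as many random genes of like variance it was 6.26% to 6.65%. Genes that differ between the numbers in other lines may thus separate replicates in part. Still, with all genes of the replicate number removed, 70.3% of neighbours came from the same sample, so that other differences between libraries remain open.

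Untreated SCC6 samples held VIM-positive cells, 470 of 2652 and 847 of 2436 thinned cells. These may already carry part of the programme seen after cetuximab. A score of the genes called in SCC6 without VIM (447 higher minus 234 lower) was higher in VIM-positive than in VIM-negative cells by 0.0495 and 0.0726. This amounted to 11.4% and 16.7% of the difference between treatments and lay above 100% of 1000 random lists matched on expression, in both samples. Whether such cells expand or others switch on VIM under cetuximab cannot be read from 1 time point.

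Ribosomal protein genes took a lower share of UMIs with cetuximab, by a mean of −4.51 percentage points (exact permutation test, p = 0.0185), lower in 6 of 6 pairs. Fewer cycling cells are not the cause, as the difference was −5.58 percentage points among cells in the lower part of the proliferation share of their line. Nor are a few other abundant genes, as it was −4.67 without the 10 most abundant of them. A lower output of ribosomal protein transcripts under EGFR blockade is a hypothesis these data leave open, as do differences in RNA capture between samples.

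The higher dissimilarity with cetuximab may largely follow from that lower share. Without ribosomal protein genes the mean difference was 0.00377 in place of 0.0240. It was 0.00700 in SCC1, −0.00469 in SCC6 and 0.00900 in SCC25, in place of 0.0360, 0.0141 and 0.0218. A lower number of UMIs in the genes of the distance was argued against as the whole cause, since a difference of 0.0170 was left (permutation p = 0.00926) after each cell had been thinned to 8500 UMIs over these genes. Shared loss of abundant transcripts could therefore raise this measure without more diverse cell states.

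The number of cells per sample here was 961 to 2854. Whether the number to recover quoted from the study above refers to a sample, and whether cells were removed before deposit, is not clear, so that these numbers were not compared.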
